A study of Mus musculus with 6 samples. Its data were reported in "Stromal Pbrm1 mediates chromatin remodeling necessary for embryo implantation in the mouse uterus" (2024).

How the data were processed

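ATAC-seq measures chromatin accessibility by inserting sequencing adapters with the Tn5 transposase, which reaches DNA mainly where chromatin is open. The samples were primary smooth muscle cells isolated from the oviduct of mice on day 2 of pregnancy. There were 6 libraries, 3 from control mice labelled WT and 3 from mice with a conditional deletion of Pbrm1 (Pbrm1 cKO). Groups and replicate numbers were taken from the sample labels.

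The files used here were peak lists. Per the study's methods, the authors processed paired-end reads with the ENCODE ATAC-seq pipeline 1.9.0 on the GRCm38 mouse assembly and called peaks with MACS2. For each library alone, the authors deposited a relaxed list called at a p of 0.01 and limited to the 300000 best entries. For each genotype, the authors also deposited 1 list of conservative peaks that passed an irreproducible discovery rate (IDR) of 0.05. The values in these 2 lists exceeded those of any single library, so they came from pooled reads, and the lists offer no replicate comparison. Which replicates entered the IDR step was not stated in the sources used here.

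Each entry carries the authors' fold enrichment of the peak summit over local background, a ratio. It also carries the authors' −log10 p, and in the relaxed lists a −log10 q. The score column deposited by the authors is a rescaled −log10 p in the relaxed lists and a rescaled IDR value in the conservative lists. All of these are values of the authors' peak caller for 1 peak in 1 list. They were used to describe, rank or filter entries within a list. There were exceptions. The median fold and the number of entries at a q of 0.05 or less were set between libraries to describe the lists, as 2 of the 7 measures tested (median fold differed by 0.469, exact permutation p = 0.3). The other is 1 added alternative of the rank comparison, given in the closing section because it was tried. The authors compared genotypes by counting reads in merged peaks with DESeq2. Read counts were not used here, since the files held none, and ranks within each list took their place, as laid down before the data were examined. A rank shows where a region stands among the others of its library, so a change shared by all regions of a library is not visible.

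Coordinates are on GRCm38, and positions are counted from 1. Every list lay inside the chromosome lengths of that assembly. Genes and transcription starts came from GENCODE M21. A region was assigned to a promoter within 1 kb of a transcription start, otherwise to an exon, an intron or intergenic sequence, and was named by the gene with the nearest transcription start. Entries with identical coordinates, which differ only in the summit, were reduced to 1 distinct interval with the best −log10 p.

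The depth behind the lists was described from the values themselves. The fold and p of a MACS2 summit together determine the number of tags over it, and 100% of the entries in every library gave a whole number. On simulated summits the calculation recovered 100% of the numbers. The median was 14, 13 and 8 tags per listed summit in WT libraries 1, 2 and 3, and 15, 13 and 14 tags in Pbrm1 cKO libraries 1, 2 and 3. The lowest background, which in MACS2 rises with a library's total tags, gives a relative depth. It was 1.37, 1.11 and 1.13 tags in WT libraries 1, 2 and 3, and 1.21, 1.05 and 1.31 tags in Pbrm1 cKO libraries 1, 2 and 3. By this measure WT library 3 was not the shallowest, although its listed summits held the fewest tags. Total reads per library were not given. A region without an entry in a list is below that list's own threshold and is not shown to be closed.

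The comparisons and their tests, the named regions and 33 alternatives were written down before the data were examined. The numbers of entries and the covered length were compared with exact two-sided permutation tests over the 10 splits of the 6 libraries into 3 and 3, whose smallest possible p is 0.1. The 2 IDR lists were merged and compared by overlap of at least 1 bp, without a test. Sharing of strong regions was the Jaccard index, shared bp over covered bp, of the 50000 best-ranked intervals of each pair of libraries. A lost region was held by the 50000 best-ranked intervals of all 3 WT libraries and by no entry of any Pbrm1 cKO library, and a gained region was the converse.

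For the rank comparison, the 2 IDR lists were merged into 66679 regions. Each region was ranked within each library by the best −log10 p of the entries over it, with no entry as the lowest rank. limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend) was fitted to log2(number of regions / rank), called the rank score below, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. A difference of 1 in the rank score means that the rank number halved. The procedure was tested on simulated data before use. With 200 of 66679 regions changed 4-fold, it recovered 88% of them, called 0 unchanged regions, and had the direction right in all 176 recovered. With normal scores in place of log2 ranks it recovered 94.5% and called 3 unchanged regions. All changed regions were drawn from those above the median of 23.5 tags. Simulated tags were ranked in place of −log10 p, and their noise was set rather than estimated. The recovery therefore does not cover weaker regions. In the real data, regions past the threshold with normal scores had medians of 13.1 tags (higher) and 11.5 tags (lower).

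A list of 25 prostaglandin genes and a list of 5 smooth muscle markers were fixed from general knowledge before the data were examined. The prostaglandin list was tested with camera at a preset correlation of 0.01, and with fry, over regions within 1 kb of a transcription start of a listed gene. Neither test is exact with 3 libraries per group, so an exact permutation test of the list's median over the 10 splits was added after the data were seen. The study's primer sequences at the Hand2 locus were matched to the assembly to place the enhancer sites that were tested. Its guide sequences were matched to place the stretch targeted for deletion, which was not tested. Both primers of the uterine and the branchial arch enhancers matched, and for the cardiac enhancer the reverse primer alone did. The promoters of Hand2 and Pbrm1 were the 1 kb centred on the transcription start. At each locus the best rank among the distinct intervals of a library, on a negative log2 scale, was compared by an exact permutation test. A library without an entry was given the rank 1 past its last distinct interval, so the length of its list enters the difference.

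The text names these Hand2 and Pbrm1 loci, the 3 listed prostaglandin genes with the largest rank difference, the 3 lost and 3 gained regions with the best mean rank, and the 3 regions with the smallest p in each direction of the limma fit. Near-identical copies of a region were sought with minimap2 2.31-r1302, at 90% identity or more over at least 50% of the region. The alternatives covered the overlap that counts as shared, stricter lists, the number of best-ranked intervals, ranking by fold, the scale of the ranks, filters on regions, the replicate number as a block and leaving out each library. After the values were seen, 10 alternatives were added, and the closing section gives their effect. Scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0.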

Results

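Chromatin accessibility was profiled by ATAC-seq in primary oviductal smooth muscle cells of mice on day 2 of pregnancy. The data were 6 peak lists from single libraries, 3 WT and 3 Pbrm1 cKO, and 1 list of reproducible peaks per genotype. Pbrm1 encodes a protein of SWI/SNF, a complex that moves nucleosomes. The series asked how its loss changes accessibility in these cells.

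The list of each library held 300000 entries, except that of Pbrm1 cKO library 3, which held 298563. The covered length was 46.5 ± 3.24 Mb in WT and 48.6 ± 1.97 Mb in Pbrm1 cKO libraries (mean ± SD, n = 3 each), a difference of 2.18 Mb within the spread of the replicates (exact permutation test, two-sided, p = 0.4; adjusted p = 0.7 over 7 measures). Without WT library 3 the difference was 0.322 Mb, the largest move, without Pbrm1 cKO library 1 it was 1.25 Mb, and without WT library 2 it was 3.30 Mb. The number of distinct intervals was 217661 ± 20726 in WT and 203660 ± 2179 in Pbrm1 cKO libraries (SD, n = 3 each; exact permutation p = 0.3, adjusted p = 0.7). The difference of −14001 rested on WT library 3, which had 241237 intervals, and was −2213 without it and −21676.5 without WT library 1. WT library 3 had the lowest median fold, 3.61, against 4.46 and 4.57 in the other WT libraries and from 4.43 to 4.87 in the Pbrm1 cKO libraries. Its listed summits also held the fewest tags, with a median of 8.

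Next, the reproducible peaks of both genotypes were compared to ask which regions were called in one genotype alone. The WT list comprised 56436 merged regions over 29.5 Mb, and the Pbrm1 cKO list 58935 regions over 31.1 Mb. Of the WT regions, 8908 (15.8%) did not overlap a Pbrm1 cKO region. Of the Pbrm1 cKO regions, 11619 (19.7%) did not overlap a WT region. Most of these regions had entries in the libraries of the other genotype. All 3 Pbrm1 cKO libraries had an entry at 90.4% of the WT-only regions, and no Pbrm1 cKO library had one at 90 of them. All 3 WT libraries had an entry at 78.3% of the Pbrm1 cKO-only regions, and no WT library had one at 165. Where exactly 1 WT library lacked the entry (1901 regions), it was WT library 3 at 76.8%, and among shared regions of the Pbrm1 cKO list that lacked an entry in exactly 1 WT library (432 regions) it was WT library 3 at 98.6%. Keeping the stronger part of each list moved the counts most, to 5101 WT-only and 6600 Pbrm1 cKO-only regions. With the same number of best-ranked regions from both lists, the counts were 9453 and 9739.

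The regions called in one genotype lay at promoters less often than shared regions. Promoters made up 19.8% of WT-only regions (95% Wilson interval 19.0% to 20.6%), 12.8% of Pbrm1 cKO-only regions (12.2% to 13.4%) and 34.6% of the 46152 shared regions (34.2% to 35.1%). Introns made up 40.4%, 47.4% and 33.1% of these sets, and intergenic sequence 34.1%, 32.3% and 26.7%. The intervals cover counting error only, and each genotype had 1 list, so no test was made between genotypes. A promoter distance of 3 kb moved the shares most, to 28.3%, 21.7% and 41.5%. Regions called in one genotype were also weaker and shorter than the shared regions of their list. Their median −log10 p was 26.1 against 59.4 in WT and 32.7 against 79.2 in Pbrm1 cKO. Median lengths were 326 against 491 bp and 313 against 520 bp. Shares were not compared at equal strength, so peak strength cannot be told apart from genotype here.

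**Figure D1:**
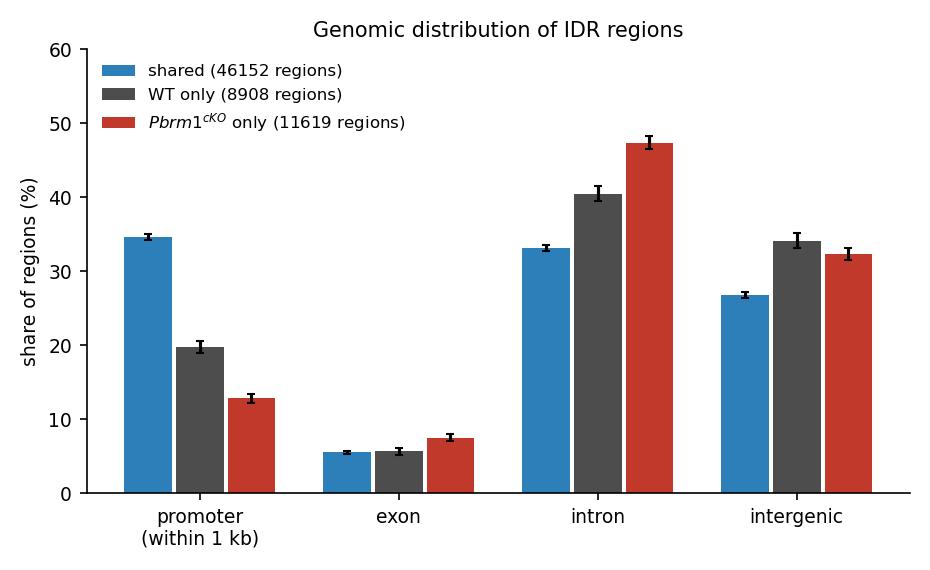
Share of IDR regions (%) at promoters, exons, introns and in intergenic sequence, for 46152 shared, 8908 WT-only and 11619 Pbrm1 cKO-only regions. Bars are shares and error bars 95% Wilson intervals, and the promoter share is 34.6% in shared, 19.8% in WT-only and 12.8% in Pbrm1 cKO-only regions.

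To ask whether libraries of one genotype shared more of their strongest regions with each other, the 50000 best-ranked intervals of each library were overlapped. The Jaccard index was 0.608 ± 0.0316 between WT libraries (SD, 3 pairs), 0.660 ± 0.00170 between Pbrm1 cKO libraries (3 pairs) and 0.601 ± 0.0254 between genotypes (9 pairs). Pairs within a genotype exceeded pairs between genotypes by 0.0334. This was the largest difference among the 10 splits of the libraries (exact permutation p = 0.1, the smallest this design allows), and the next split gave −4.62e-05. Leaving out WT library 2 moved it most, to 0.0504, and leaving out Pbrm1 cKO library 1 or 2 lowered it to 0.0174 or 0.0213. The difference did not hold for every pair. WT library 3 had an index of 0.596 with WT library 1 and 0.585 with WT library 2. These lay below the 0.615 to 0.623 of WT libraries 1 and 2 with the Pbrm1 cKO libraries. With the Pbrm1 cKO libraries, WT library 3 had the lowest indices, 0.557 to 0.575.

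**Figure D2:**
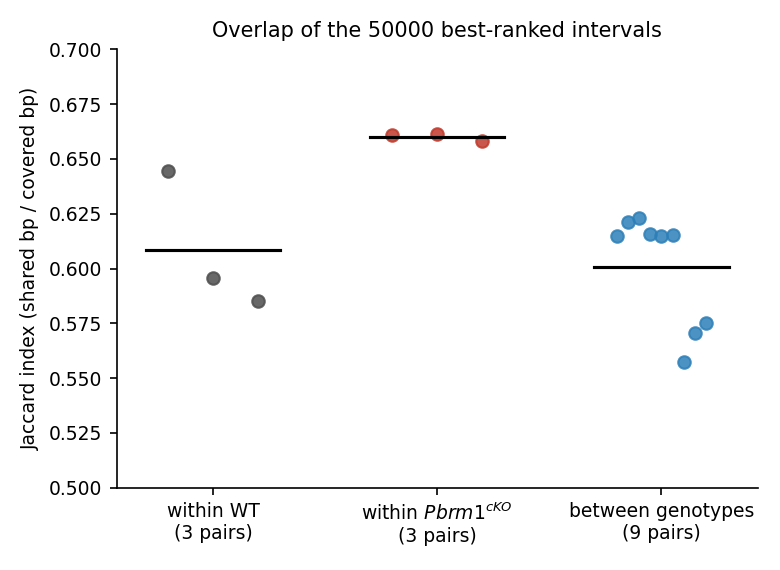
Jaccard index (shared bp over covered bp) of the 50000 best-ranked intervals for each pair of libraries, with 3 pairs within WT, 3 within Pbrm1 cKO and 9 between genotypes. Points are pairs and lines are means, which were 0.608, 0.660 and 0.601, on an axis that does not start at 0.

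Few strong regions were present in every library of one genotype and absent from the other. Of 69153 merged regions, 29628 were among the best-ranked intervals of all 6 libraries, 6 were lost and 6 gained in Pbrm1 cKO cells. The other 9 splits gave 0 such regions (exact permutation p = 0.1, the smallest possible). The counts depended on the definition. Presence among the 100000 best-ranked intervals moved them most, to 117 lost and 217 gained regions. When absence was taken from the 100000 best-ranked intervals, 37 regions were lost and 60 gained, against a total of at most 4 in any other split. Leaving out WT library 3 gave 12 lost regions, and leaving out WT library 2, Pbrm1 cKO library 2 or Pbrm1 cKO library 3 gave 13, 13 and 11 gained regions. The best-ranked lost regions lay near Gm48306 (chromosome 10, 88008724 to 88009139, mean rank 18610 ± 5378, SD, n = 3), Tuft1 (chromosome 3, 94656353 to 94656694, intron, 23494 ± 3551) and Gm37731 (chromosome 1, 159566748 to 159567095, intron, 24842 ± 6645). The region near Tuft1 has 1 near-identical copy elsewhere. The best-ranked gained regions lay near Opn4 (chromosome 14, 34595551 to 34596180, exon, 17487 ± 3666), AC152060.1 (chromosome 18, 84210369 to 84210791, intron, 21917 ± 6230) and Gm8416 (chromosome 14, 8501845 to 8502010, intron, 27817 ± 3351). The region near Opn4 is within 20 Mb of Pbrm1.

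Differences in rank were then tested over the 66679 merged regions, of which 93.5% had an entry in all 6 libraries. In limma, 26 regions ranked higher and 19 lower in Pbrm1 cKO libraries (45 in total, adjusted p under 0.05), and 10586 had an unadjusted p under 0.05. This number depended strongly on the scale given to the ranks. Normal scores, the alternative that moved it most, gave 662 higher and 890 lower regions, including all 45, so that the share of higher regions was 42.7% in place of 57.8%. The balance was not stable either, since normal scores of ranks by fold gave 753 higher and 610 lower regions, and normal scores without WT library 3 gave 904 and 869. Leaving out any single library reduced the total to between 2 and 20. Such fits have fewer libraries and less power, so a lower total alone does not show dependence on a library. The total was 2 without Pbrm1 cKO library 1 and 20 without WT library 3. All 45 regions kept their sign in each of these fits. Regions chosen for large differences in the same libraries would tend to do so. The count with normal scores fell to 151 without Pbrm1 cKO library 1 and was 1773 without WT library 3. Groups did not overlap at 21.5% of the regions, where chance gives 10%.

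The higher regions with the smallest p were at the promoter of Fggy and in introns near Ccser2 and Gm28610. The Fggy region (chromosome 4, 95557268 to 95557836) had a rank score of 0.48 ± 0.31 in WT and 4.25 ± 0.27 in Pbrm1 cKO libraries (SD, n = 3 each), a log2 difference of 3.77 (SE 0.34, limma adjusted p = 0.000115). The region near Ccser2 (chromosome 14, 36911083 to 36912104, within 20 Mb of Pbrm1) differed by 3.42 (SE 0.37, limma adjusted p = 0.00103), and that near Gm28610 (chromosome 1, 151953528 to 151954127) by 2.72 (SE 0.35, limma adjusted p = 0.00640). The lower regions were near Gm7482 (chromosome 7, 63802681 to 63803542, intergenic), with a log2 difference of −2.40 (SE 0.31, limma adjusted p = 0.00640), Gm25283 (chromosome 6, 47650497 to 47651667, intergenic), with −8.07 (SE 1.10, limma adjusted p = 0.0112), and Ccdc122 (chromosome 14, 77037859 to 77038408, intron), with −2.24 (SE 0.32, limma adjusted p = 0.0165). Log2 rank differences do not order these regions by change in tags, since ranks spread widely at the top of a list. At Gm25283, ranks of 13 to 16 in WT stood against 2509 to 5272 in Pbrm1 cKO libraries. Unscaled tags there were 142 to 235 in WT and 78 to 93 in Pbrm1 cKO libraries. At Gm7482 they were 30 to 45 and 7 to 8. Of the 6 fits that each left out 1 library, Fggy and Ccser2 were past the threshold in 6, Gm7482 and Gm25283 in 3, Gm28610 in 2 and Ccdc122 in 1. None of these regions had a near-identical copy. Ranking by fold kept the region at Fggy past the threshold (limma adjusted p = 0.00611), whereas those at Ccser2, Gm28610, Gm7482, Gm25283 and Ccdc122 were at 0.109, 0.0521, 0.0521, 0.354 and 0.108.

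**Figure D3:**
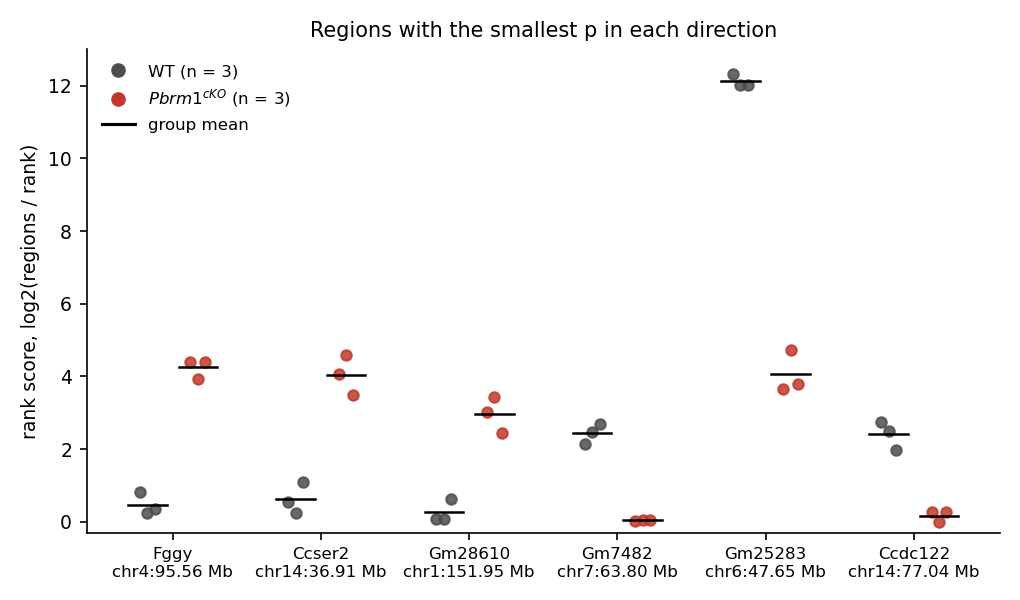
Rank score, log2(regions / rank), of the 3 regions with the smallest p in each direction. Points are libraries (3 WT, 3 Pbrm1 cKO) and lines are group means, which at Fggy were 0.48 in WT and 4.25 in Pbrm1 cKO, and the groups do not overlap at any of the regions.

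Because the series names prostaglandin signaling, promoters of prostaglandin genes were examined as a set. Of the 25 listed genes, 19 had a region within 1 kb of a transcription start, giving 22 regions. Their median log2 rank difference was −0.26, and 15 of 22 were lower in Pbrm1 cKO libraries (camera with a preset correlation, p = 0.0318). An exact permutation test of the median, added after the data were seen, gave p = 0.2 (two-sided), since 1 other split of the libraries had a larger shift, of 0.27 in absolute log2 value. The camera call did not hold under fry, where the intergene correlation is not preset (p = 0.188). With camera and the preset correlation, a wider assignment of regions moved it most (p = 0.310), and it was also lost without WT library 3 (p = 0.204), WT library 1 (p = 0.0652) or Pbrm1 cKO library 1 (p = 0.0561). Without WT library 2 it was lower (p = 0.00429 at the same correlation). No region passed the threshold, with a count of 0 over all regions and 0 adjusted over the list alone, and 5 had an unadjusted p under 0.05. The largest differences were at Akr1b3 (log2 −1.19, SE 0.52, limma adjusted p = 0.274), Ptgr1 (−1.01, SE 0.39, 0.216) and Hpgd (−0.78, SE 0.35, 0.290). The Akr1b3 and Ptgr1 groups did not overlap. Over the smooth muscle markers, the smallest adjusted p in limma was 0.409, at Cnn1, so none of Acta2, Myh11, Cnn1, Tagln and Des passed the threshold.

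The study asked whether accessibility at an enhancer upstream of Hand2, active in uterine stroma, also depends on Pbrm1 in the oviduct. The stretch between the primers of the uterine enhancer (chromosome 8, 57313095 to 57313303) had an entry in 2 WT and 2 Pbrm1 cKO libraries. All were outside the 50000 best-ranked intervals. The log2 rank difference there was −0.42 (exact permutation p = 0.6, adjusted p = 0.8 over 4 loci), and it ranged from −0.89 without WT library 3 to 0.00325 without WT library 2. With the best entry within 500 bp of this stretch it was also −0.42. The study's deletion guides span a wider stretch (57312487 to 57313529), which was not tested. Over it WT library 3 also had entries, and Pbrm1 cKO library 2 had one at rank 90710 in place of 179439. Pbrm1 cKO library 3 had none there. The branchial arch enhancer (57314285 to 57314506) had an entry in 2 WT and 3 Pbrm1 cKO libraries, with a difference of 0.24 (exact permutation p = 0.6, adjusted p = 0.8) and a range from −0.00442 without WT library 3 to 0.37 without WT library 2. At the uterine enhancer 6 to 12 tags covered the listed summits, and at the branchial arch enhancer 7 to 9. With 3 libraries per genotype the smallest possible p is 0.1, so no difference of any size at these loci could have passed a threshold of 0.05. No library had an entry at the single matched primer of the cardiac enhancer. The log2 difference of 0.09 there came from list length alone. List length also enters the differences at the other enhancers. At the branchial arch enhancer the difference rested on the rank of 241238 given to WT library 3, which had no entry. The Hand2 promoter (57320483 to 57321482) had an entry in all 6 libraries, and its difference was −0.59 (exact permutation p = 0.4, adjusted p = 0.8), ranging from −1.03 without WT library 2 to −0.33 without WT library 3. At the Pbrm1 promoter (chromosome 14, 31018638 to 31019637), all 6 libraries had an entry and the difference was 0.09 (exact permutation p = 1, adjusted p = 1), with a sign that changed in 4 of the 6 comparisons that left out a library. Peak lists do not show the deletion, so they do not check the genotype labels.

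**Figure D4:**
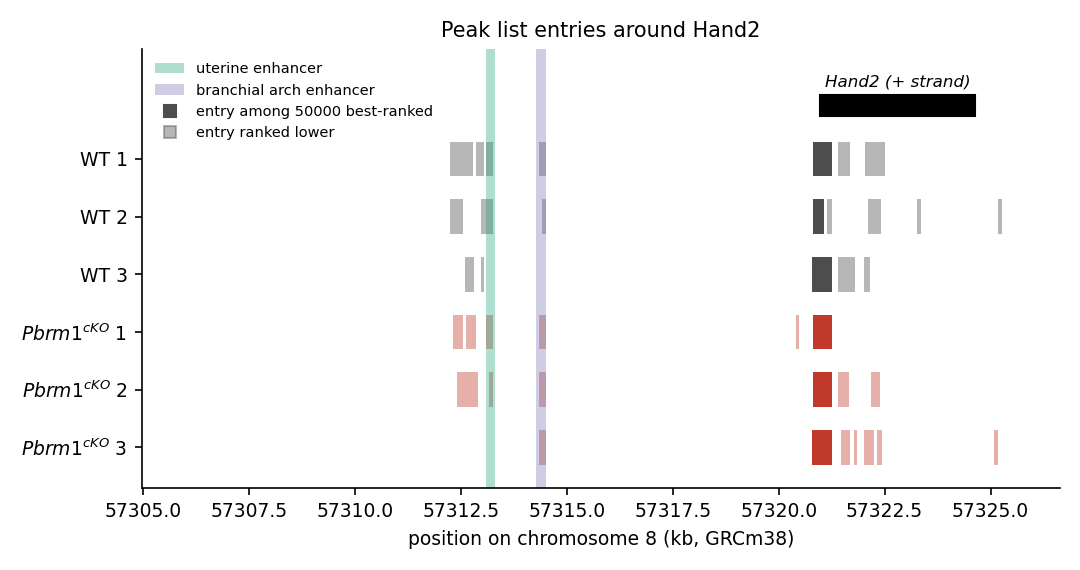
Map of peak list entries around Hand2 on chromosome 8 (kb, GRCm38), 1 line per library, with dark boxes for entries among the 50000 best-ranked intervals and pale boxes for lower ranks. The stretch between the uterine enhancer primers has an entry in 2 WT and 2 Pbrm1 cKO libraries, and the Hand2 promoter in all 6.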

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

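Alternatives to the rank comparison that use tags, a common tag scale, a GC correction or other settings of normal scores, and the prostaglandin test with normal scores, were chosen after seeing the data. Of 157 values under alternatives, 90 stayed within their limits, 55 counts or shares moved, 6 tests were no longer past the threshold and 6 differences changed sign. Where a cause is not given, the cause was not tested.

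Covered length kept its direction, at 0.322 to 3.30 Mb with 1 library left out, as did the number of distinct intervals, at −21676.5 to −2213, and the Jaccard difference stayed above 0 under all of its alternatives, at 0.0174 to 0.0504. Merging entries into intervals changed the difference in their number from −479 to −14001, since the cap fixes the number of entries. The stronger part of each IDR list left 5101 WT-only and 6600 Pbrm1 cKO-only regions, by construction fewer, with promoter shares of 23.6% for WT-only, 12.3% for Pbrm1 cKO-only and 40.2% for shared regions, so that the WT-only and shared values rose and the Pbrm1 cKO-only value fell slightly. A distance of 3 kb gave 28.3%, 21.7% and 41.5% for WT-only, Pbrm1 cKO-only and shared regions, and the order of the sets was kept.

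Lost and gained regions numbered 1 and 1 with 25000 best-ranked intervals for presence, 117 and 217 with 100000, and 37 and 60 with absence taken from the 100000 best-ranked intervals, as looser or stricter definitions must move them. Ranking by fold gave 15 gained regions. With 1 library left out, 7 to 12 regions were lost and 7 to 13 gained.

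The number of regions past the threshold in the rank comparison was the least stable result. Against 26 higher and 19 lower, normal scores gave 662 and 890, ranking by fold 4 and 0 (9930 with an unadjusted p under 0.05), the upper part of the regions by mean score 40 and 24, and regions with entries in all 6 libraries 21 and 10. Added after the values were seen, a common tag scale gave 559 and 747, ranking by tags 268 and 256, and a common tag scale over regions with entries in all 6 libraries 671 and 758. The common tag scale is quantile normalization, which gives every library the same distribution of log2 tags. Centred log2 tags gave 594 and 944 and are listed because they were tried, but they compare peak values between lists, which the lists do not make comparable, and no statement rests on them. With 1 library left out, 2 to 5 regions were higher and 0 to 15 lower (7899 regions had an unadjusted p under 0.05 without Pbrm1 cKO library 1, where 0 were lower). With normal scores, 42 to 904 were higher and 109 to 869 lower across such fits, and the other 4 settings of normal scores stayed within 1.5 times. Ranking by fold turned their balance to 753 higher and 610 lower.

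The replicate numbers do not pair the samples: the correlations of same-numbered libraries were −0.00288, −0.0549 and 0.00906, all under 0.1. With the replicate block, 66 regions were higher and 65 lower in the rank comparison, 596 and 822 with normal scores, and camera with the preset correlation gave p = 0.0379 for the prostaglandin set. The Jaccard difference with same-numbered pairs was 0.0326.

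The prostaglandin set was lower in Pbrm1 cKO under every alternative run. Beside the exact permutation test, which gave p = 0.2, it was not past the threshold in camera with gene bodies and 10 kb around starts (p = 0.310) or with normal scores (p = 0.0531), nor in fry (p = 0.188). At the preset correlation, p ranged from 0.00429 to 0.204 with 1 library left out (p = 0.0652 without WT library 1 and p = 0.0561 without Pbrm1 cKO library 1).

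At the Hand2 and Pbrm1 loci, no test could pass a threshold of 0.05. The sign changed at the uterine enhancer without WT library 2 (0.00325), at the branchial arch enhancer without WT library 3 (−0.00442), and at the Pbrm1 promoter without WT library 1 (−0.0442), WT library 3 (−0.0709), Pbrm1 cKO library 1 (−0.0489) or Pbrm1 cKO library 2 (−0.0532). Differences ranged from −0.887 to 0.00325, from −0.00442 to 0.373 and from −0.0709 to 0.393 at these loci with 1 library left out. At the Hand2 promoter they stayed negative.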

Other observations

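Tests chosen only after the result was seen were those of other splits of the libraries for the rank comparison and for regions near Pbrm1, a mislabelled sample, the correction for GC content, WT library 3 for the count with normal scores and, in its comparison with shared regions, for the IDR regions, additional DNA copies and depth for the chromosome 14 block, whose differences are on the added common tag scale, DNA linked to Pbrm1, the spread over the genome, and other splits for the prostaglandin list. The edges of the block were also set after its values were seen.

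The 45 regions past the threshold in the rank comparison came from the real split alone, so 1 of the 10 splits of the 6 libraries gave as many. With normal scores, again 1 of the 10 splits gave as many as 1552, and the most in any other split was 1. With 10 splits, the share cannot fall under 0.1, so a coincidence of the libraries cannot be told apart from the genotype on this count alone. A swap of 2 libraries between genotypes would have given the highest count to another split, which the value of 1 argues against. WT library 3, with the lowest enrichment, was not the source of most of them, since 1773 regions passed without it, 1166 of them among the 1552. After correction for GC content 1361 regions passed, of which 1190 were among the 1552. Near-identical copies were found for 7.22% of the regions past the threshold with normal scores, against 4.57% of regions of like rank, so reads shared between copies do not account for most of them. They were more common among the 45 regions of the main comparison, at 11 regions or 24.4% (95% Wilson interval 14.2% to 38.7%). A difference in accessibility caused by loss of Pbrm1 stays open, as do differences in the composition or background strain of the animals.

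There were more Pbrm1 cKO-only than WT-only IDR regions, 11619 against 8908. With the same number of best-ranked regions from both lists the counts were 9739 and 9453. Equal numbers bring the counts together by construction, so this does not show why the lists differ in length. Whether the low enrichment of WT library 3 shortened the WT list cannot be told apart from an actual gain of open regions. Among the 1901 Pbrm1 cKO-only regions that lacked an entry in exactly 1 WT library, it was WT library 3 at 76.8%, but among such shared regions it was this library at 98.6% (95% Wilson interval 97.0% to 99.4%), so its absence is not particular to the Pbrm1 cKO-only regions. Entries in all 3 WT libraries were present at 9097 of the 11619.

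The lower ranks of prostaglandin promoters may reflect how the libraries happen to fall, since 1 other split had a larger shift (exact permutation p = 0.2), or in part promoters as a class. Among promoter regions alone, camera with the preset correlation gave p = 0.0726, and the median rank difference of all promoters was −0.05, against 0.02 elsewhere. The p lies close to that over all regions, and these cannot be told apart from an effect of Pbrm1 with 22 regions.

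A run of neighbouring regions on chromosome 14 ranked higher in Pbrm1 cKO libraries. In a window of 20 regions, 17 had groups that did not overlap in this direction, where the most in any other split was 7, so 1 of 10 splits gave as many. It was not the only such stretch, since 14 of 20 regions on chromosome 17 (30564382 to 30990526) were apart in the other direction. The extent depended on how the edges were drawn. Extending the window while 2 of the 5 outermost regions were apart gave 35 regions over 263 kb (69423954 to 69686774), all 35 higher, with a median log2 difference of 1.22 on a common tag scale. A further definition, 4 of the 10 outermost, was tried after the first had been seen and gave 56 regions over 430 kb, 55 of them higher, with a median of 1.21. The 40 regions next to the block had a median of 0.44 under the first definition, with 15 apart, and 0.14 under the other, with 5 apart. The median of all regions was 0.01. Under the first definition, the 0.44 joins unlike sides: the median was 1.17 over the 20 regions at lower coordinates, close to that of the block, and 0.12 over the 20 at higher coordinates. On the lower side 13 of the 20 were apart, so the first definition stopped short there, and as the edges were drawn by separation the neighbours decide nothing on the cause. Greater depth or enrichment of the Pbrm1 cKO libraries would shift regions of like mean score alike, wherever they lie. The common tag scale removes most of such a shared shift, so the median of 0.00168 over such regions elsewhere was near 0 by construction. Their spread (quartiles −0.25 and 0.26) still lay below the quartiles of the block on that scale (1.00 and 1.37). This argues against a depth or enrichment shift shared by regions of like mean score as its cause, and against no other kind. Both definitions were set after the values were seen.

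Additional copies of the block's DNA in the Pbrm1 cKO libraries could raise all of its regions, but what would follow from it was met only in part. The 4 promoter regions had a median of 0.75, lower than the 1.24 of the 31 other regions, where additional copies would shift both alike. Near-identical copies were found for 34 of the 35 regions, and none of the 34 regions that could be placed lacked one, so no single-copy region was left to test reads shared between copies. Copy number, shared reads and a change in accessibility of the stretch cannot be told apart here.

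Regions past the threshold with normal scores were more frequent near Pbrm1, at 47 of 980 regions within 20 Mb or 4.80% (95% Wilson interval 3.63% to 6.32%), of which 16 were higher and 31 lower. On other chromosomes the share was 2.26%. Strain variants in DNA linked to the targeted allele might produce this in both directions, but only if the controls lack that allele. The study names the oviductal controls WT in one place and homozygous for the floxed allele in another, and in the latter case both groups would carry the linked DNA. In the rest of chromosome 14 the share was 3.19% (2.41% to 4.21%) with the block as first defined left out. It was 2.55% (1.85% to 3.49%) with the wider block left out and 3.58% (2.75% to 4.64%) with the block kept. Only the interval with the wider block left out lay below that near Pbrm1. Regions past the threshold that have a near-identical copy were then not counted. The share in the rest of chromosome 14 became 2.51%, 2.55% and 2.52% in the same order, with intervals that reached at most 3.49%. The share near Pbrm1 was still 4.80%, so regions with copies did not make it. Because 34 of the 35 block regions have a copy, that count removes the block's calls by construction, and its values had to lie close. It cannot decide whether the excess over the rest of chromosome 14 depends on the block. Elsewhere, 9 of 424 overlapping windows of 40 Mb had as large a share. They form 3 stretches. Of the windows, 7 lie in 1 stretch of chromosome 1, which reached 6.11% between 145 and 185 Mb, and 1 lies on chromosome 18. The remaining 1 lies on chromosome 14 itself, from 65 to 105 Mb, and spans the block described above. Because such stretches exist away from Pbrm1, linked variants cannot be told apart from other causes. Only 1 of the 10 splits gave as large a share, where the others reached 3.27%.

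Regions past the threshold were spread unevenly over the genome. The variance of their number in 10 Mb bins was 1.86 times that of an even spread, against 0.882 to 1.05 for the top regions of the other splits. Stretches of DNA from another strain in one genotype are a candidate explanation, but domains of coordinated accessibility would also bunch, and sequence variants were not analysed here. These cannot be told apart by the 1.86.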
